A study of Arabidopsis thaliana with 4 samples. Its data were reported in "Genic and Global Functions for Paf1C in Chromatin Modification and Gene Expression in Arabidopsis" (2008).

How the data were processed

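Total RNA from the aerial tissue of soil-grown Arabidopsis thaliana was measured on 4 Affymetrix ATH1 arrays, 2 from wild type (WT) and 2 from vip3 mutants, which lack a WD-repeat subunit of the Paf1 complex (Paf1C), a factor associated with elongating RNA polymerase II. Plants were 14 d old. Per the labels, each replicate was a pool of 3 independently derived samples of more than 100 plants each. Because each replicate was a pool, the spread between arrays of a genotype was that between pools and not between single plants.

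The deposited values were signal intensities on a linear scale, which the authors made with the MAS5 statistical algorithms. That software corrects background and mismatch hybridisation, summarises the probes of a probe set and scales each array to a common target. The mean signal after removal of the lowest and highest 2% of probe sets was 500 on 3 arrays and 500.1 on the other, and the median signal was between 172.1 and 175.7. Signals ranged from 0.1 to 31496.2. Subtraction of mismatch signal leaves low values with large relative errors, so that a fold change from a signal near the bottom of the range is poorly determined. The study's own calls of changed genes were made from GCRMA values, which were not used here. Detection calls were not used here. The software's version beyond its name is not given in the sources used here. The paper names a TAIR annotation release for its chromatin analysis, but no genome build is given for the expression arrays. For arrays, the number of arrays limits the precision.

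The 64 control probe sets were left out and the other 22746 were tested. Signals were transformed to log2 without an offset. The genotypes were compared, as vip3 minus WT, with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with the prior variance allowed to follow the mean signal. The study's methods name limma, and the variance trend was added because the spread of such signals depends on their level. The moderated tests had 7.5 degrees of freedom, of which 5.5 came from the variance shared between probe sets. P-values were adjusted by the Benjamini-Hochberg method over all tested probe sets. Calls were made at an adjusted p under 0.05, and also at the thresholds of the study's methods, p under 0.001 with at least a 2-fold change. The study does not say whether its p was adjusted, and an unadjusted p was used here. With 2 arrays against 2, a permutation of the arrays for a single gene cannot reach 0.05. Simulated arrays took the levels of these 22746 probe sets and drew their spread from the variance trend that limma had fitted. On them limma recovered 40% of 200 probe sets changed 2-fold and 57.5% of 200 changed 4-fold. It made 5 and 7 false calls respectively, and called 0 probe sets when none had been changed. The simulation shared its variance model with the test, so it cannot check that model.

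Probe sets were named through GEO's platform annotation, with symbols updated through gene identifiers to a RefSeq gene table of the TAIR10.1 assembly. Of the 22810 probe sets, 13513 had 1 gene symbol, 503 had several and 8794 had none and are unnamed here. Of those with 1 gene, 13436 matched the RefSeq table and 77 kept the older name. No gene was named from a probe set with several. The RefSeq table was used only for names and for the order of neighbouring genes, and no coordinates were taken from it because the build behind the array annotation is not given in the sources used here. For the same reason the planned comparison of gene length was not run. VIP3, FLC, the other members of Paf1C and the relatives of FLC were to be reported one by one. None of them had a probe set named for it alone in the annotation. Any probe set that reads them was tested without a name and could not be assigned. Their changes are therefore not reported here, and the mutated gene could not serve as a check of the labels. The study's own expression profiling named FLC among the genes regulated by VIP3.

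Before the data were examined, 22 gene lists with 218 genes were fixed, along with the tests, the rule for named genes and most alternatives. Of these genes 29 had a named probe set of their own, and only these are called measured here. The others may be read by probe sets that are unnamed here. One probe set was taken per locus, that with the highest mean, which gave 13355 named loci; no measured list gene had more than 1 named probe set. Lists with at least 3 measured members were tested against all other named loci with limma's camera at a preset correlation of 0.01, and again with an estimated correlation. They were also tested with fry, which tests a list against no change and does not compare it with other genes. Unlike camera, fry was run with a constant prior variance. The named genes were the 12 with the highest and the 12 with the lowest log2 fold change among probe sets with 1 named gene, an adjusted p under 0.05 and at least a 2-fold change, together with up to 4 members per list that passed an adjusted p under 0.05 over all probe sets or over the list alone, and the reference genes. The level of the called genes was compared with that of other probe sets by a permutation test with 100000 resamples, two-sided, and the number of neighbouring called genes with 10000 random placements, one-sided. Symbol families of at least 6 loci, with pseudogenes, plastid-encoded genes and symbols outside the RefSeq table as further sets, were formed after the genotype comparison had been seen, which gave 44 sets, and only the plastid-encoded set is reported here.

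Alternatives were log2 of the signal plus 16, removal of the 40% of probe sets with the lowest mean, quantile normalization, median centring, eBayes without the variance trend, robust eBayes, removal of probe sets with probes shared between genes, the replicate number as a block, removal of each array in turn, an adjusted p under 0.1 and no fold threshold. Where 1 array was left in a genotype, limma took its spread from the other genotype.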

Results

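Expression was profiled in 14-d-old WT and vip3 plants to find the genes whose transcript level depends on VIP3. Each genotype was represented by 2 arrays. Across the 22746 probe sets, log2 signals correlated at r = 0.953 between the WT arrays and at r = 0.95 between the vip3 arrays. Correlations between arrays of different genotypes were from 0.941 to 0.946. These are correlations across probe sets, which are not independent replicates. The SD of the log2 differences was 0.92 and 0.96 within the genotypes and from 1 to 1.03 between them. Control transcripts showed no separation of the genotypes in the ratio of 3' to 5' signal, which falls as RNA degradation lessens. For GAPDH this ratio was 1.81 and 1.58 in WT and 1.51 and 1.63 in vip3, and for actin it was 16.1 and 11.3 in WT and 13.5 and 15.7 in vip3.

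Transcripts changed in both directions in vip3. The legume-type lectin gene AT3G16530 fell from a signal of 1548 ± 70.8 (SD, n = 2) in WT to 223 ± 1.34 in vip3, and AT1G19960 fell from 1839 ± 16.3 to 232 ± 26.3. In the other direction AT3G28500, which encodes an acidic ribosomal protein of the P2 type, rose from 114 ± 0.566 to 1384 ± 200.1; it was chosen after its values were seen. In limma, 2229 probe sets (9.8%) had an adjusted p under 0.05, of which 1076 were higher and 1153 were lower in vip3. Of these, 462 changed at least 2-fold, 242 upward and 220 downward. At the thresholds of the study's methods, 171 probe sets were upregulated and 183 downregulated. The groups did not overlap for 52.2% of probe sets, where chance gives 33.3%.

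The count at an adjusted p under 0.05 rested on the variance model. When limma's prior variance was the same at all signal levels, 0 probe sets passed, while 3798 had an unadjusted p under 0.05, and 126 met the study's thresholds. The count at an adjusted p under 0.05 was 1130 without WT replicate 1, 1332 without WT replicate 2, 442 without vip3 replicate 1 and 450 without vip3 replicate 2, and at the study's thresholds it was 204 without vip3 replicate 1 and 201 without vip3 replicate 2.

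**Figure D1:**
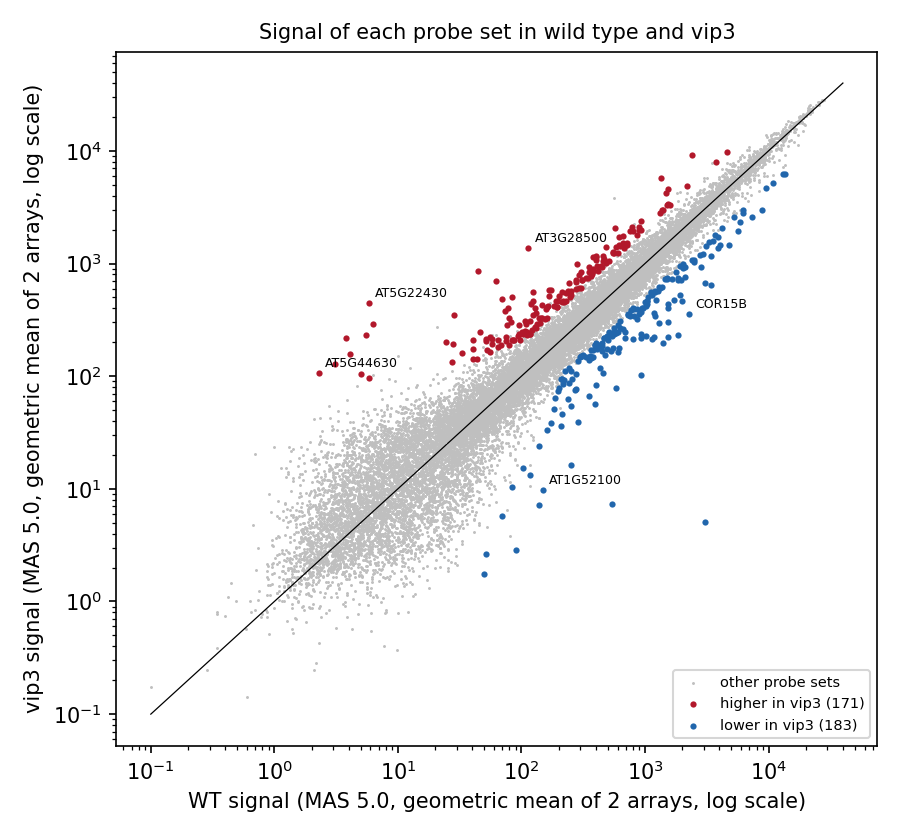
Signal of each of the 22746 probe sets in vip3 (vertical axis) against WT (horizontal axis), both MAS5 signal as the geometric mean of 2 arrays on log scales; red and blue points mark the 171 higher and 183 lower probe sets at the study's thresholds, and the line marks equal signal. The scatter about the line widens towards low signals, and AT3G28500 lies far above it.

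Among the 12 named genes with the lowest log2 fold change, 4 had WT signals above 500. These were AT1G19960 (log2 fold change -2.99 ± 0.1 SE), AT1G31690, a copper amine oxidase gene (-2.91 ± 0.19), AT3G16530 (-2.8 ± 0.09) and COR15B (-2.69 ± 0.08). Their adjusted p-values in limma were between 3.2e-05 and 0.00034. The plant defensin genes PDF1.2 and PDF1.2b had log2 fold changes of -2.8 and -3.95, from WT signals of 419 ± 201 and 319.9 ± 275. PDF1.2b was read by a probe set with probes shared between genes, and PDF1.2 had adjusted p-values of 0.055 and 0.089 without vip3 replicate 1 and vip3 replicate 2. The jacalin-type lectin gene AT1G52100 fell by 3.95 on the log2 scale, from 150.2 ± 17.3 to 10.4 ± 5.16, and the MATE-family transporter gene AT3G23550 fell by 3.15, from 118 ± 17.2 to 14.4 ± 8.27. AT5G35480, AT1G59930, AT5G59490 and AT3G45840 had WT signals of 103, 85.2, 54.3 and 45.4 and log2 fold changes of -2.75, -2.83, -2.92 and -3.18. Like PDF1.2b, AT1G59930 was read by a probe set with probes shared between genes. All 12 also passed on the scale of log2 of the signal plus 16, where the changes were between -3.07 and -1.53 and those of the dim genes shrank: AT3G45840 to -1.53, AT5G59490 to -1.59, AT1G59930 to -1.82, AT5G35480 to -1.92, AT3G23550 to -2.15 and AT1G52100 to -2.67. Only AT1G19960, AT1G31690, AT3G16530 and COR15B passed with each array left out in turn. The adjusted p of PDF1.2b was 0.082 without WT replicate 1, 0.12 without vip3 replicate 1 and 0.1 without vip3 replicate 2. That of AT3G23550 was 0.13 without WT replicate 1, 0.083 without WT replicate 2 and 0.075 without vip3 replicate 1, and that of AT1G52100 was 0.061 without WT replicate 2. AT5G35480, AT1G59930, AT5G59490 and AT3G45840 did not pass when any 1 array was left out, with adjusted p-values between 0.064 and 0.25.

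The 12 named genes with the highest log2 fold change started from very low signals, and 11 of them had a mean WT signal under 20. AT5G22430 rose from 5.8 ± 0.141 to 454 ± 103 (log2 fold change 6.27 ± 0.43 SE, limma adjusted p = 0.00039). AT5G44630, which encodes a sesquiterpene synthase, rose from 2.35 ± 0.778 to 107 ± 6.58, RXF26, a GDSL-lipase gene, from 9.35 ± 10.7 to 242 ± 87, AT5G47600 from 3.35 ± 1.77 to 128 ± 10.7 and AT5G03090 from 28.7 ± 28.3 to 274 ± 29.8. The berberine-bridge-enzyme-like gene AT1G30760 reached 55.7 ± 18, AT3G04270 reached 51.6 ± 42.5, and AT1G11915 and AT4G14695 reached 49.4 and 43. The pseudogenes AT5G28880, AT4G03990 and AT3G23085 reached only 23.4, 23.8 and 20.6, and AT3G23085 was read by a probe set with probes shared between genes. On the scale of log2 of the signal plus 16, the 12 changes were between 1.13 and 4.41, and 10 of the 12 had an adjusted p under 0.05; AT3G04270 (0.085) and AT3G23085 (0.058) did not. AT5G22430 passed with each array left out in turn. RXF26, AT5G47600, AT5G44630 and AT5G03090 did not pass without vip3 replicate 1 (adjusted p-values of 0.18, 0.086, 0.081 and 0.19) or vip3 replicate 2 (0.15, 0.089, 0.083 and 0.17), and AT1G30760 did not pass without these (0.12 and 0.16) or WT replicate 1 (0.064). AT4G14695, AT5G28880, AT4G03990, AT3G23085, AT3G04270 and AT1G11915 did not pass when any 1 array was left out, with adjusted p-values between 0.059 and 0.19. Among the 9099 dimmest probe sets, 41 had every array of one genotype at least 8 times every array of the other. Splits that mixed the genotypes gave 17 and 29 such probe sets. Over all probe sets, dim or not, 7 had such a change with every array of the higher genotype at 200 or more, AT5G22430 among them, where the mixed splits gave 0.

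Among probe sets past an adjusted p under 0.05, the largest falls belonged to probe sets unnamed here. The largest was from 3045 ± 78 in WT to 10 ± 12.2 in vip3 (limma adjusted p = 0.002), and the next was from 549 ± 136 to 7.85 ± 4.17. Their vip3 signals lay near the bottom of the range, so that the size of these falls is poorly determined: the log2 fold change of the first was -9.22 ± 0.99 SE without an offset and -6.96 with log2 of the signal plus 16, and that of the second -6.22 and -4.56.

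The measured genes of the response to cold and dehydration were lower in vip3. All 4 measured members of this list of 13 passed in limma, both over all probe sets and adjusted over the list alone. The other members had no named probe set, so their changes are not known here. COR15A and COR15B, which encode chloroplast proteins that protect membranes during freezing, had log2 fold changes of -2.35 ± 0.12 SE and -2.69 ± 0.08, COR15A falling from 1533 ± 37 to 303 ± 47 and COR15B from 2291 ± 90.9 to 355 ± 14.9. The dehydrin genes COR47 and LTI30 had log2 fold changes of -1.26 ± 0.08 and -1.11 ± 0.21, falling from 2479 ± 160.1 to 1031 ± 26 and from 367 ± 97.1 to 168 ± 27. As a list they were lower than other genes by camera (median log2 fold change -1.81, adjusted p = 2.4e-09 over the 4 lists tested), and each member was lower in both vip3 arrays than in both WT arrays. With an estimated correlation camera gave the list an adjusted p = 0.098, and with the preset correlation between 2.1e-10 and 1.4e-05 under the other settings. Tested against no change with fry, which does not compare it with other genes, the list had an adjusted p = 0.0028. LTI30 had an adjusted p above 0.05 when WT replicate 2 (0.089), vip3 replicate 1 (0.16) or vip3 replicate 2 (0.1) was left out.

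Of the regulators of flowering time, 3 of 14 listed promoters were measured. FD, a bZIP partner of the flowering signal FT, had signals of 16.4 ± 0.424 in WT and 69.4 ± 9.26 in vip3, AGL42 had 7.45 ± 8.56 and 39 ± 2.33, and AGL24 had 79.8 ± 6.22 and 33.1 ± 18. None passed over all probe sets (FD had an adjusted p = 0.052 in limma, 0.04 with log2 of the signal plus 16, 0.045 with robust eBayes and just under 0.05 without probe sets whose probes are shared between genes, but 0.17 with a constant prior variance and between 0.13 and 0.22 when any 1 array was left out), whereas adjusted over the list alone FD and AGL42 were higher and AGL24 was lower. The list did not pass by camera (adjusted p = 0.39), but passed with fry (adjusted p = 0.013), which does not compare it with other genes. Fry also took a constant prior variance, with which camera gave the list an adjusted p of 0.27. Of 9 other listed repressors of flowering 2 were measured. SMZ, an AP2-like repressor, fell from 332 ± 0.849 to signals of 137 and 161.9 on the vip3 arrays (log2 fold change -1.15 ± 0.16 SE, limma adjusted p = 0.005); without vip3 replicate 1 its adjusted p was 0.058. SNZ, its close relative, had 409 ± 68.7 and 341 ± 24.5 and did not pass.

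**Figure D2:**
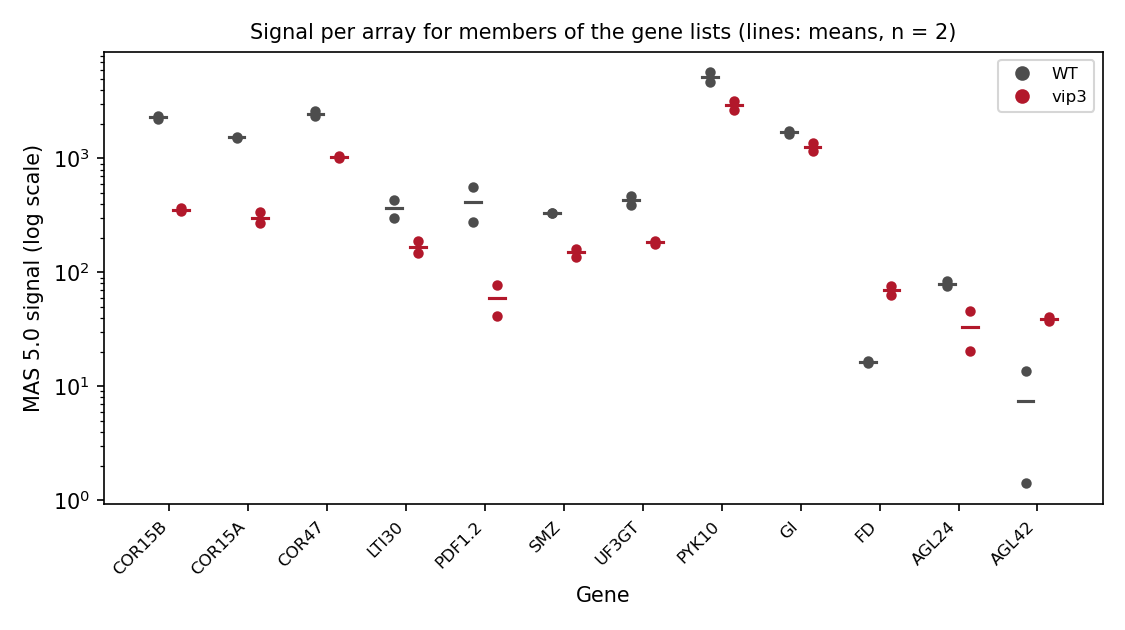
MAS5 signal on a log scale (vertical axis) for 12 members of the gene lists (horizontal axis) in WT (grey) and vip3 (red); each point is 1 array and each line the mean of 2 arrays. COR15B lies near 2291 in WT and 355 in vip3, and the FD, AGL24 and AGL42 signals are all low.

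The photosynthesis list did not pass. Its 4 measured members, LHCB4.1, LHCB4.2, PSAE-1 and RCA, had WT signals between 16913 and 21889, none passed in limma over all probe sets or adjusted over the list alone, and the list had a median log2 fold change of 0.09 (camera adjusted p = 0.75). The 4 measured members of the Ski complex and exosome, which act in RNA turnover and include a complex that shares VIP3, also did not pass, with a median of -0.19 (camera adjusted p = 0.37). UBP26, the single measured gene of the list for histone H3 methylation and H2B ubiquitination, had a log2 fold change of 0.2 ± 0.14 SE (adjusted p = 0.45).

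The other lists with any measured member had 1 or 2 each, too few for a list test. Of the jasmonate list PDF1.2 fell and THI2.1 did not pass. Of the clock list GI, which also promotes flowering, fell from 1695 ± 67.1 to 1266 ± 159.9 (limma adjusted p = 0.035). Its adjusted p in limma was 0.056 with log2 of the signal plus 16, 0.052 with quantile normalization and 0.31 with a constant prior variance. When any 1 array was left out its log2 fold change was between -0.56 and -0.3, and GI was no longer called. Of the flavonoid list UF3GT, an anthocyanin glycosyltransferase gene, fell from 432 ± 54.9 to 184 ± 8.49 (adjusted p = 0.0028; 0.051 without vip3 replicate 1 and 0.057 without vip3 replicate 2), and DFR did not pass. Among markers of other tissues, PYK10, a beta-glucosidase gene highly expressed in roots, fell from 5239 ± 707 to 2958 ± 383 (adjusted p = 0.0062; 0.086 without vip3 replicate 1 and 0.053 without vip3 replicate 2), the root-hair gene EXPA7 did not pass, and the anther gene A9 (AT5G07230), with signals of 10.6 ± 8.06 and 31.1 ± 12, did not pass (adjusted p = 0.29). WRKY53 of the senescence list did not pass. The reference genes AT4G34270 and AT2G28390 had log2 fold changes of 0.18 ± 0.17 and -0.13 ± 0.09 and adjusted p-values of 0.61 and 0.42. The other 9 lists had no member measured by a named probe set and were not tested as lists. These were Paf1C, the FLC clade, floral organ MADS-box genes, Polycomb group genes, meristem genes, salicylate defence, heat shock, cell division and seed storage.

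The level of the changed genes was compared with that of other genes. The 171 upregulated probe sets had a median log2 signal 0.88 above the other probe sets (permutation test, two-sided, p = 0.0049, adjusted over both tests 0.0049), and the 183 downregulated had one 1.38 above (p = 5e-05, adjusted 0.0001). Genes are not independent replicates, and with this variance model a 2-fold change of a bright gene is more readily called than that of a dim one. The differences turned to -0.46 and 0.17 without the dimmest probe sets, and to -2.86 and -0.5 with a constant prior variance.

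Neighbouring genes were called together in 3 pairs, where random placement of the 77 upregulated and 93 downregulated named loci gave 1.1 on average (permutation test, one-sided, p = 0.097). The p-value was 0.008 without WT replicate 1, 0.17 without WT replicate 2, 0.0047 without vip3 replicate 1 and 0.0051 without vip3 replicate 2, and 0.045 with log2 of the signal plus 16. The pairs were COR15B with COR15A, AT4G12490 with AT4G12500, and AT1G30250 with AT1G30260, all downregulated. COR15B and COR15A, and likewise AT4G12490 and AT4G12500, are related genes whose probes can share targets. Removal of the probe sets with probes shared between genes left the number of pairs at 3 (permutation test, one-sided, p = 0.087).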

Values the study reported

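The study reported that 218 genes were upregulated and 241 were downregulated in the mutant, at p under 0.001 and a 2-fold change.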

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

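The test of control transcripts for this part was chosen after their values had been seen. The 25S ribosomal RNA control, which took no part in the comparison of the genotypes, had signals of 148 and 137.6 in WT and 223.5 and 320.9 in vip3, and its mean was 1.91 times higher in vip3. It was singled out because both vip3 arrays lay at least 1.5 times above both WT arrays. The 5S ribosomal RNA control had 114.8 and 103.4 in WT and 101 and 135.9 in vip3. Of the 64 control probe sets, 29 were higher in both vip3 arrays than in both WT arrays and 1 was lower, where chance gives 10.7 in each direction; many of these probe sets read the same transcripts or added RNAs and are not independent.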

How the results depend on the processing

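The combinations of 2 settings below, and all settings of the plastid set, were chosen after the data had been seen. With 2 arrays per genotype and signals near background for many probe sets, the variance model set the counts. With a constant prior variance in eBayes, 0 probe sets passed an adjusted p under 0.05, although 3798 had an unadjusted p under 0.05, and 126 met the study's thresholds; of 46 genes named by rule or singled out, 41 passed with all arrays and the trend, and none of these 41 passed here. With log2 of the signal plus 16 and a constant prior variance the counts were 0, with 4312 at an unadjusted p under 0.05, and 189. Without the 40% dimmest probe sets a constant prior variance gave 1495 and 281, against 2592 and 337 with the trend, so that part of the loss depended on the dim probe sets. An adjusted p under 0.1 gave 3397 probe sets and the absence of a fold threshold 1216. The other settings with all arrays kept the counts within 1.5 times. Over the removal of each array, the counts ranged from 442 to 1332 and from 201 to 394, and between 14 and 24 of the 41 genes no longer passed. Without vip3 replicate 1 or vip3 replicate 2 the share of higher probe sets at the study's thresholds was 32.4% and 36.8%, and without WT replicate 2 it was 62.4%, against 48.3% with all arrays. The replicate block gave 2339 and 358 probe sets, and 3 of the 41 genes no longer passed (AT3G45840, AT5G59490 and AT4G03990, adjusted p-values of 0.063, 0.059 and 0.058); deviations of arrays with the same number correlated at -0.044, so the numbers were not taken to pair the arrays. Of 4 gene lists 1 passed by camera, 0 with an estimated correlation and 2 with fry; the other settings left this at 1. The lowest correlation within a genotype lay above the highest between genotypes by 0.0038, by 0.0062 with log2 of the signal plus 16 and by 0.0233 without the dimmest probe sets. The difference in level turned to -0.46 for upregulated probe sets and shrank to 0.17 for downregulated ones without the dimmest probe sets, and was -2.86 and -0.5 with a constant prior variance; the cause was not tested. Neighbouring pairs numbered 3 with log2 of the signal plus 16 (permutation p = 0.045), and 1 with a constant prior variance (permutation p = 0.13). They numbered 4 without WT replicate 1 (permutation p = 0.008) and 3 without WT replicate 2 (0.17), vip3 replicate 1 (0.0047) or vip3 replicate 2 (0.0051). For the photosynthesis list, camera's direction turned with quantile normalization (median 0.02), without WT replicate 2 (0.04) and without vip3 replicate 2 (0), and the log2 fold change of the reference gene AT4G34270 turned to -0.1 without WT replicate 1 and was 0.46 without WT replicate 2; neither passed in any of these. The planned comparison of gene length was not run, and the transcripts of VIP3 and FLC could not be assigned to a probe set.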

Other observations

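Several transcripts outside the fixed lists changed by more than their spread, and these genes were chosen after their values were seen. The thionin gene THI2.2 fell from 1303 ± 111 (SD, n = 2) in WT to 298 ± 41.4 in vip3, and the jacalin-related lectin genes JAL34 and JAL22 fell from 932 ± 37.3 to 369 ± 19.5 and from 686 ± 38.4 to 249 ± 68.7. ZW9 fell from 2834 ± 79.5 to 929 ± 72.1, MSRB6, a methionine sulfoxide reductase gene, from 3929 ± 81.9 to 1382 ± 259.6, and BCAT4, which acts in the synthesis of methionine-derived glucosinolates, from 6184 ± 209 to 3011 ± 352. In the other direction the asparaginase gene ASPGB1 rose from 83.4 ± 2.12 to 502 ± 65, the wax ester synthase gene WSD1 from 74.7 ± 11.9 to 387 ± 91.9, and AT1G20390, annotated as a pseudogene, from 62.6 ± 4.74 to 703 ± 71.2. Their adjusted p-values in limma were between 8.8e-05 and 0.0032, and that of WSD1 was 0.053 without vip3 replicate 1.

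Among 44 sets formed after the comparison had been seen and tested by camera, the 69 plastid-encoded loci were higher in vip3 (median log2 fold change 0.18, adjusted p = 3e-07; 62 of 69 positive), with 5 members past the test over all probe sets and all 5 higher. These 5 of 69 do not exceed the share over all tested probe sets, of which 9.8% passed. With an estimated correlation the set did not pass by camera (adjusted p = 0.98). Among the 5 members rbcL, the large subunit of Rubisco, rose from 1382 ± 248 to 2982 ± 472 and ndhH from 1074 ± 0.919 to 1748 ± 171.

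Of the tests in the following paragraphs, those of linked DNA, of dim probe sets and of the cold and dehydration genes were chosen after the results had been seen. For the large rises and falls, noise of low signals was tested by splitting the 4 arrays in the 2 ways that mix the genotypes. With every array of one side at 200 or more and at least 8 times every array of the other, the split by genotype gave 7 probe sets, and the mixed splits gave at most 0% of that number, which argues against noise for these bright changes. Among the 40% dimmest probe sets without the minimum, a mixed split reached 70.7% of the number by genotype, so that noise may account for many of the large changes there and stays open. In limma the mixed splits gave 0 probe sets at an adjusted p under 0.05 against 2229, but the genotype difference then inflates the spread, and 3 splits cannot give a share under 0.05. Near VIP3, 7 of 200 loci were called at the study's thresholds. In 10000 random windows the median was 2 and the 95th percentile was 6, so linked DNA around VIP3 could add to the calls there. The log2 fold changes of these called loci were between -1.84 and 1.12, so none of them was among the 8-fold changes. The window held only 4.12% of the 170 called loci, so linked DNA does not account for the calls as a whole.

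For the higher plastid-encoded transcripts, a drift of the scaling with signal level was argued against. The plastid median was 0.18, whereas 10000 level-matched lists of nuclear genes had a median of 0.02 and a 95th percentile of 0.08. The nuclear genes were drawn singly and the plastid loci varied together (estimated correlation 0.47), so that percentile is not a test of the plastid shift. The matched level was off by up to 0.97 on the log2 scale, with a median of 0.01. A single array stays open, because the lower vip3 median exceeded the higher WT median by only 0.06 while the WT arrays differed by 0.2, and the median was 0.09 without WT replicate 2 (camera adjusted p = 0.039) and also without vip3 replicate 2 (0.00011), against 0.26 without WT replicate 1 and 0.25 without vip3 replicate 1. More labelled RNA without poly(A) tails cannot be told apart from a change in the plastids, because of the ribosomal RNA controls 25S was higher in both vip3 arrays (log2 difference 0.91) and 5S was not (0.1). A biological effect of the genotype on plastid transcripts stays open as well.

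For the lower cold and dehydration genes, probes shared with COR15A and COR15B were argued against as the source of the whole fall. COR47 and LTI30, which are unrelated to that pair, both fell, with adjusted p-values in limma of at most 0.019. Probes shared within the pair of COR15A and COR15B, or between the 2 dehydrin genes, were not tested and stay open. A wider difference in stress or defence between the plants may contribute. The 24 genes taken by the symbol stems of tau glutathione transferases, jacalin lectins, defensins and thionins had a median of -0.44. The stem PDF also took in PDF1A (log2 fold change 0.08) and PDF1B (0.53), which are not defensins. That test cannot decide, because some of the 24 genes had been seen to fall. The 18 not singled out, PDF1A and PDF1B among them, had a median of -0.19. A different time of day at harvest cannot be told apart from the genotype here, because GI (log2 fold change -0.43) was the only listed clock gene with a named probe set. The tissue is given as aerial, which would leave roots out, but less root tissue in the vip3 samples cannot be decided from the values. The root gene PYK10 fell by less than the list (log2 fold change -0.82). The root-hair gene EXPA7, at low signals, did not pass (-0.49), and 2 markers are too few to decide. An effect of vip3 itself on these genes is the biological explanation given by the design and was not tested separately.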
